A study of Mus musculus with 144 samples.

How the data were processed

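Liver RNA was measured by 3′ mRNA sequencing (QuantSeq, which reads the end of each transcript next to its poly(A) tail) in 144 libraries. Per the labels these form 4 series: total, nuclear and polysomal RNA of wild-type mice, and total RNA of Bmal1-/- mice. Each series holds 6 libraries at each of 6 zeitgeber times (ZT, hours after lights on), which are ZT2, 6, 10, 14, 18 and 22. The mice were male C57BL/6J animals in a cycle of 12 h of light and 12 h of dark, with food always available. RNA was extracted with TRIzol, treated with DNase I and purified with acid phenol-chloroform. Groups and replicate numbers were taken from the sample titles, and the titles matched the table columns, so that 0 columns were left without a sample.

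The authors deposited a table of raw counts per gene symbol (51912 genes) and a table of raw counts per polyadenylation site (86780 sites), with 1 column per library and no pooling of replicates. They also deposited a normalized table of each. In the authors' normalized gene table (12890 genes) the total RNA and nuclear columns hold a normalized signal, which is CPM (counts scaled to the same total in each library) divided by a factor per library of the TMM kind (trimmed mean of M values). The polysomal columns of the same table hold plain CPM of the raw library total, with a factor of 1 in all 36 libraries. The authors' normalized site table holds such a signal for all series. A list of 29199 sites that the authors kept after a filter was deposited beside the list of all sites. The aligner, the counting tool, the filter, the gene annotation and the genome build are not stated.

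The raw counts were used throughout. Depth was the sum of a library's gene counts, which ran from 1662449 to 14281894 with a median of 6431391. The 360 pairs of libraries within a group were checked for copies: 0 pairs were identical, and the smallest chi-square per degree of freedom between the counts of a pair was 5.97. Sites of the filtered list were given to genes through the RefSeq GRCm38.p6 gene table, since the deposited lists name no genes. A site had to lie within a gene or up to 1000 bp past its end. The strand of a gene was not taken from the annotation. It was set to the strand whose summed site counts lay closer to the gene's count, and only sites on it were kept. Which site is the most 3′ therefore depends on this choice. As a check of the build, 21.4% of the 29199 sites lay within 25 bp of an annotated gene end, against 0.22% after a shift of 5000 bp. Of these sites, 26754 were given to 9160 genes. Another 850 sites lay in more than 1 gene and were left out, and 791 sites were left out because the summed site counts of their gene were below 0.3 or above 1.5 times its gene count. All positions given are those in the authors' site lists.

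Tests on gene and site counts were run in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F tests, robust) on TMM-normalized counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes and sites with a mean of at least 10 counts per library in a fit were tested. Series were compared over the mean of the 6 time-point means, with 12 groups of series and time. Rhythm was tested within each series as a cosine and sine of 24 h (2 degrees of freedom), so each series kept its own spread. A different rhythm was tested as the interaction of series and that pair of terms. The peak-to-trough ratio is the fitted ratio over the day. An interaction was tested for each comparison with wild-type total RNA, since a call in 1 series and none in another shows no difference.

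Site usage is a site's share of the summed site counts of its gene. It was tested by the same quasi-likelihood fit on site counts, with the logarithm of the gene total plus 0.5 as offset. Sites with at least 5% of their gene's counts were tested, in genes with 2 or more such sites and a mean of at least 50 counts per library. Distal usage is the share at the most 3′ site of a gene, averaged over genes in each library. It was compared by a 2-sided permutation test (100000 resamples, series exchanged within time points), adjusted over its 3 comparisons. The ribosomal protein genes, listed by symbol, were tested as a set by fry, with camera as the alternative.

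The genes and sites named were fixed by a rule. It covers Arntl (the symbol of Bmal1), 17 other clock genes, and as controls of the fractions Malat1, Neat1, Alb and the mitochondrial protein-coding genes. For each comparison of series it adds the 3 genes with the largest rise and the 3 with the largest fall, among genes past the threshold with a mean of at least 50 counts and the same direction at all 6 time points. For usage it takes the widest site of the 5 genes with the widest range over time in wild-type total RNA. It then takes the site with the largest difference in 5 genes for Bmal1-/- and in 3 genes for each of nuclear and polysomal RNA, among sites with the same direction at all 6 time points, in genes with a mean of at least 100 counts. The groups, the comparisons, the tests, the filters, this rule and the alternatives, except those named as added, were set before the data were examined. Of the items the rule covers or the tests called, 2 are not reported here by name or value. Sites and genes named outside the rule were chosen after their values were seen.

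The tests were also tested on data simulated for the wild-type total and Bmal1-/- libraries, in which 200 genes or sites were changed. At a 2-fold change 200 of 200 genes were called, and 2.44% of the calls were false. A rhythm with a peak-to-trough ratio of 1.5 was called in 37 of 200 genes and one of 3 in 200 of 200. A difference in rhythm was called in 5 of 200 genes at a ratio of 1.5 and in 190 of 200 at 3, where 13 other genes were called (6.40% of the calls). With DESeq2, 16.4% of the rhythm calls at 1.5 and 8.26% at 3 were false. For usage, a 2-fold change in a site's counts was called at 200 of 200 sites. A rhythm in a site's counts with a ratio of 3 was called at 169 of 200. No usage rhythm of a lower ratio was simulated. The 47 sites called in wild-type total RNA had a median fitted ratio of 1.57, so the share of such rhythms that would be found is not known. Peak times of the recovered genes had a median error of 0.538 h at a ratio of 1.5 and 0.235 h at 3.

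The alternatives tried were median-ratio size factors, DESeq2 1.42.0, limma 3.58.1 on the authors' normalized table or on site ratios, and edgeR's test for differential splicing with sites as exons. Others were no filter or a stricter filter on counts or site shares, time as a factor with 6 levels, minimum effect sizes, replicate numbers as blocks, counts thinned at random to the smallest library, and all 4 series in 1 fit. After the data were seen, fits on replicates 1 to 3 alone and 4 to 6 alone were added. Polysomal numbers did not follow those of total RNA, so in comparisons of these series the sets may join unlike animals. Profiles of libraries from different time points, taken as deviations from their group means across 7732 genes, had a mean r of 0.30 for the same replicate number, 0.15 for other numbers of the same set and -0.20 between the sets in wild-type total RNA. In nuclear RNA these were 0.23, 0.0092 and -0.082, in polysomal RNA 0.27, 0.056 and -0.12, and in Bmal1-/- RNA 0.23, 0.083 and -0.13, so the numbers share more than the sets do. Genes are not independent replicates, and no p-value is attached to these values. Also added were fits without 4 libraries with Xist above 100 CPM and without 1 wild-type total library with extreme distal usage. Further fits used polysomal replicates 2 to 6, or polysomal replicate 1 alone. Tables were handled with data.table (version 1.17.8), pandas 2.3.3 and numpy 2.4.6 under Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

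Sites outside the authors' filtered list were not used in the tests, except for 1 value on their share of the counts. Overlaps between changed gene lists of different comparisons were not computed, because all 3 comparisons share the wild-type total libraries. Lower bounds of folds use a floor of 3 counts in a library, the limit that a count of 0 allows, and cover counting error only.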

Results

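The series followed polyadenylation site usage in mouse liver over the day. It holds 36 libraries of 3′ mRNA sequencing from each of 4 kinds of sample, wild-type total RNA, wild-type nuclear RNA, wild-type polysomal RNA and total RNA labelled Bmal1-/-, with 6 libraries at each of 6 zeitgeber times. Total gene counts per library ran from 5316601 to 9831142 in wild-type total RNA and from 1662449 to 6620128 in nuclear RNA. They ran from 2578048 to 13068044 in polysomal RNA and from 4379549 to 14281894 in Bmal1-/- total RNA. Levels are given in CPM of the gene counts and changes as log2 ratios with their standard error (SE).

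Arntl, the gene that encodes BMAL1, was counted in the libraries labelled Bmal1-/-. Its mean was 11.5 CPM ± 2.98 (SD, n = 36) in those libraries, with a range from 5.17 to 18.6 CPM, and 6.73 CPM ± 5.40 (SD, n = 36) in wild-type total RNA. The edgeR log2 change was 1.24 (SE 0.12, adjusted p 4.23e-13), and the mean was higher in Bmal1-/- at 4 of 6 time points. In wild-type total RNA the time-point means fell from 11.8 CPM at ZT2 to 0.852 CPM at ZT10 and rose to 12.6 CPM at ZT22, while those of Bmal1-/- lay between 9.16 and 13.1 CPM. The Arntl sites in the authors' filtered list number 3, all on chromosome 7. The site at 113243577 to 113243616 had 1.22 CPM ± 1.22 (SD) in wild-type total RNA and 2.90 CPM ± 1.43 in Bmal1-/-. The site at 113243662 to 113243709 had 1.67 CPM ± 1.38 and 4.42 CPM ± 1.88. The most 3′ site, at 113314007 to 113314034, had 1.26 CPM ± 1.35 and 1.06 CPM ± 0.613 in the same order. Which part of the gene was altered is not stated in the labels.

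**Figure D1:**
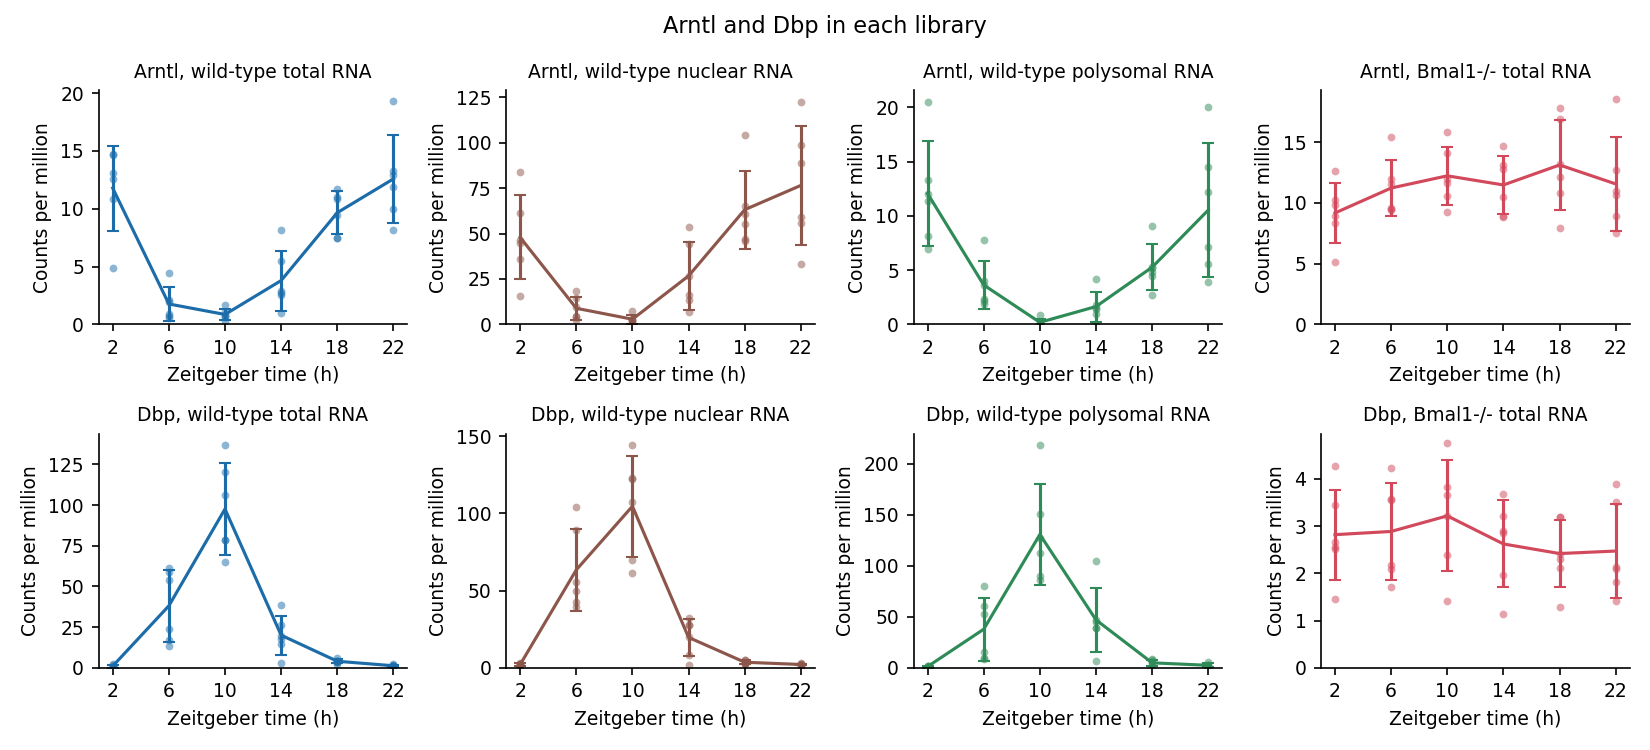
CPM of Arntl and Dbp (y axes from 0, with a different scale in each panel) against zeitgeber time in hours in the 4 series; points are libraries, lines join time-point means and bars are SD (n = 6). Dbp means run from 1.05 to 97.6 CPM in wild-type total RNA and from 2.42 to 3.22 CPM in Bmal1-/- total RNA.

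The comparison of Bmal1-/- with wild-type total RNA asks which transcripts change when the clock gene is altered. Of 12082 genes tested, 5335 differed in level (2627 higher and 2708 lower in Bmal1-/-), and 523 of these differed at least 2-fold (237 higher, 286 lower). Among the alternatives, a fit of all 4 series together moved this count most, to 3884. Within replicates 1 to 3 the count was 4678, and within replicates 4 to 6 it was 4049. Of the 18 clock genes, 14 differed (8 higher, 6 lower), and 14 were also called when adjusted over the list alone. Npas2 rose by 3.30 (SE 0.24, adjusted p 1.09e-18, higher at 6 of 6 time points), from 1.24 CPM ± 1.56 to 7.44 CPM ± 1.97 (SD, n = 36). Cry1 rose by 1.71 (SE 0.09, adjusted p 1.22e-25, 6 of 6). Nr1d2 changed by -2.79 (SE 0.14, adjusted p 4.15e-25) and was higher at 0 of 6 time points. Nr1d1 changed by -3.39 (SE 0.25, adjusted p 1.78e-18) and was higher at 1 of 6. Bhlhe41 had at most 3 counts in each Bmal1-/- library and was at least 7.33-fold lower. Per2 did not pass the threshold (0.21, SE 0.12, adjusted p 0.166, higher at 3 of 6).

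The largest rises by the naming rule were those of Gm4987 (7.42, SE 0.79, adjusted p 7.56e-12), Sult1e1 (6.38, SE 0.58, adjusted p 3.40e-14) and Rps3a3 (5.71, SE 0.57, adjusted p 7.46e-13), each higher at 6 of 6 time points. Gm4987 and Rps3a3 were high in only 17 and 19 of the 36 Bmal1-/- libraries, with the others near the wild-type level. Sult1e1 ranged from 0.244 to 112 CPM in Bmal1-/- and averaged 18.2 CPM ± 27.2 (SD), against 0.323 CPM ± 0.911 in wild-type total RNA. The largest falls were those of AC122326.1 (-7.93, SE 0.80, adjusted p 2.54e-12), Cfd (-6.37, SE 0.77, adjusted p 3.58e-10) and Nat8 (-5.39, SE 0.27, adjusted p 2.68e-25), each lower at 6 of 6 time points. In wild-type total RNA, AC122326.1 averaged 26.2 CPM in replicates 1 to 3 and 0.884 CPM in replicates 4 to 6, and Cfd averaged 24.6 and 0.207 CPM. In Bmal1-/- replicates 4 to 6 AC122326.1 averaged 0.0519 CPM and Cfd 0.302 CPM, so that the mean of Cfd was not lower there. Nat8 averaged 34.1 CPM ± 18.1 (SD) in wild-type total RNA and 0.839 CPM ± 0.488 in Bmal1-/-.

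Daily rhythm of transcript levels was tested in each series with a 24 h curve. Of 11964 genes in wild-type total RNA, 2260 (18.9%) were rhythmic, with a median peak-to-trough ratio of 1.61. The alternative that moved this count most was the use of replicates 4 to 6 alone, which gave 622 genes. Replicates 1 to 3 alone gave 1342. In Bmal1-/- total RNA 1 of 12126 genes passed the threshold, and 491 had an unadjusted p under 0.05, where 606 would be given by chance. That gene, named after its value was seen, is Xist (adjusted p 0.00449). It had 491 CPM in 1 Bmal1-/- library at ZT22 and at most 1.28 CPM in the other 35. Without the libraries with Xist above 100 CPM, 0 genes passed. Within replicates 1 to 3 and 4 to 6 of Bmal1-/- 0 genes were called, with 327 and 893 at an unadjusted p under 0.05. The rhythm itself differed between Bmal1-/- and wild-type total RNA in 617 of 12082 genes, with 236 called within replicates 1 to 3 and 200 within replicates 4 to 6. A fit of all 4 series together gave 196.

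Of the 18 clock genes, 17 had enough counts to be tested for rhythm in wild-type total RNA and all 17 were called. In Bmal1-/- 0 of the 15 tested were called, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. The rhythm differed in 15 of the 18 genes over all genes tested, and in 17 adjusted over the list alone. In wild-type total RNA Dbp peaked at ZT10.0 with a peak-to-trough ratio of 95.4 (adjusted p 1.06e-11), Nr1d1 at ZT6.78 with a ratio of 46.6 (adjusted p 1.06e-11), Arntl at ZT21.7 with a ratio of 14.1 (adjusted p 1.56e-08) and Per2 at ZT14.7 with a ratio of 7.21 (adjusted p 1.17e-07). For Dbp the difference in rhythm had an adjusted p of 6.00e-13. To avoid choosing genes and measuring them in the same libraries, the 1342 genes called in replicates 1 to 3 of wild-type total RNA were followed elsewhere along their chosen peak times. Their median log2 peak-to-trough was 0.82 where chosen, 0.66 in replicates 4 to 6 of wild-type total RNA (95.8% of genes above 0), 0.61 in replicates 4 to 6 of nuclear RNA (93.7%) and 0.06 in Bmal1-/- total RNA (63.4%).

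Nuclear and polysomal RNA were each compared with total RNA of the wild type, which asks how RNA in the nucleus or on ribosomes differs from the whole pool. Nuclear RNA differed from total RNA in 9941 of 11864 genes (4941 higher, 5000 lower), and 4301 of these differed at least 2-fold (2140 higher, 2161 lower). With all genes of at least 1 count in the fit the count was 14318. It was 9291 within replicates 1 to 3 and 9050 within replicates 4 to 6. Neat1, a transcript retained in the nucleus, rose by 3.06 (SE 0.14, adjusted p 2.65e-31, 6 of 6), from 167 CPM ± 57.1 to 1621 CPM ± 1090.5 (SD). Malat1, another such transcript, changed by -0.32 (SE 0.12, adjusted p 0.0155) and was higher at 1 of 6 time points. Alb changed by -1.33 (SE 0.11, adjusted p 1.78e-18) and was higher at 0 of 6. Of the 9 mitochondrial genes tested, 6 were lower and 1 was higher among those past the threshold, and their log2 changes ran from -1.24 for mt-Nd4 to 0.24 for mt-Co1. The largest rises were those of Gm26225 (5.09, SE 0.24, adjusted p 1.07e-28), Gm26917 (4.74, SE 0.17, adjusted p 3.00e-37) and Gm20696 (4.49, SE 0.14, adjusted p 2.21e-40), each at 6 of 6 time points. The largest falls were those of Gm12353 (-5.24, SE 0.17, adjusted p 1.34e-40), Rraga (-4.77, SE 0.15, adjusted p 4.99e-40) and Hspe1-ps2 (-4.52, SE 0.22, adjusted p 2.82e-29), each lower at 6 of 6.

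Polysomal RNA differed from total RNA in 8789 of 11556 genes (4440 higher, 4349 lower), and 3030 of these differed at least 2-fold (1210 higher, 1820 lower). Under median-ratio size factors 45.4% of the changed genes were higher, against 50.5% under TMM, and the median of all genes moved from 0.01 to -0.07. With all genes of at least 1 count in the fit, 4369 were higher and 8521 lower (33.9% higher), so the balance of directions depends on the genes tested. The count of changed genes was 7607 within replicates 1 to 3 and 8341 within replicates 4 to 6. Malat1 changed by -5.15 (SE 0.16, adjusted p 2.02e-39), Neat1 by -4.27 (SE 0.15, adjusted p 3.93e-36) and Alb by -1.35 (SE 0.09, adjusted p 1.26e-21), each higher at 0 of 6 time points. Of the mitochondrial genes tested, mt-Nd2 fell most (-3.81, SE 0.17, adjusted p 8.34e-31), and mt-Nd6 was not past the threshold (0.26, SE 0.21, adjusted p 0.263, higher at 4 of 6). Scgb1a1 was at least 97.9-fold higher in polysomal RNA, but its counts came from replicate 1, with 229 CPM ± 233 (SD) there and 0.101 CPM ± 0.155 in replicates 2 to 6. Ppp1ca rose by 7.15 (SE 0.38, adjusted p 1.55e-25) and Tmem150a by 7.08 (SE 0.41, adjusted p 5.60e-24), at 6 of 6 time points. Both rose in replicates 2 to 6, at 200.2 CPM ± 60.0 and 180.6 CPM ± 60.5, while replicate 1 had 2.91 CPM ± 0.849 and 1.25 CPM ± 0.978. Both belong to the 26 genes described below that part replicate 1 from replicates 2 to 6. For these a difference in the authors' alignment or counting stays open, so the rises cannot be read as effects of the fraction. At the other end, Rps4x-ps was at least 147-fold lower, Rpl15-ps3 at least 99.7-fold and Rpl7a-ps7 at least 99.0-fold, with at most 1 count in a polysomal library. These are gene counts, and for single pseudogenes the authors' gene counting may be the cause, as described below.

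The 79 ribosomal protein genes had a median log2 change of -1.40 in polysomal against total RNA, with a range from -3.56 to 0.81. Of these, 72 were lower and 1 was higher past the threshold. The set was lower by fry (p 3.20e-25) and by camera with its preset correlation (p 1.03e-17). Under median-ratio size factors the median was -1.49. The value was -1.20 within replicates 1 to 3, -1.81 within replicates 4 to 6, and -0.68 in polysomal replicate 1 alone. Because polysomal numbers did not follow those of total RNA, a set of the same numbers may join unlike animals. In nuclear against total RNA 79 ribosomal protein genes had a median log2 change of -1.05. A fall against total RNA was therefore not confined to polysomal RNA. The set was not tested by fry or camera in nuclear RNA.

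In nuclear RNA 669 of 11172 genes were rhythmic, with a median peak-to-trough ratio of 2.17. Within replicates 1 to 3 the count was 174 and within replicates 4 to 6 it was 237. In polysomal RNA 845 of 10691 genes were rhythmic, with a median ratio of 1.97, and 115 and 607 were called within the same sets. A fit of all 4 series together gave 2527 in polysomal RNA. Of the clock genes, 15 of 16 were called in nuclear RNA (16 adjusted over the list alone) and 16 of 16 in polysomal RNA. Dbp peaked at ZT9.43 in nuclear RNA and at ZT10.6 in polysomal RNA. Among 10587 genes tested in both, 543 were rhythmic in nuclear and total RNA, where 128 would be shared by chance, and their peaks were earlier in nuclear RNA by a median of 0.404 h, with 91.7% within 2 h. Among 10500 genes, 589 were rhythmic in polysomal and total RNA, where 167 would be shared by chance, and their peaks were later in polysomal RNA by a median of 0.576 h, with 85.1% within 2 h. The rhythm of 0 genes differed between nuclear and total RNA (244 at an unadjusted p under 0.05, where 593 would be given by chance). This fit takes no pairs, although nuclear and total libraries of the same number and time point correlated (mean 0.34). A fit with blocks is given with the alternatives below. Between polysomal and total RNA 0 genes differed as well (681 at an unadjusted p under 0.05, where 578 would be given by chance), with 0 and 2 within replicates 1 to 3 and 4 to 6, and 424 with all genes of at least 1 count in the fit. A different rhythm in a gene of low amplitude would escape this test, which found 5 of 200 simulated differences at a peak-to-trough ratio of 1.5. That simulation used the wild-type total and Bmal1-/- libraries, with a rhythm in the first series and none in the second. Nuclear and polysomal libraries and shifts in peak time were not simulated. The 0 counts therefore do not show that rhythms were the same.

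**Figure D2:**
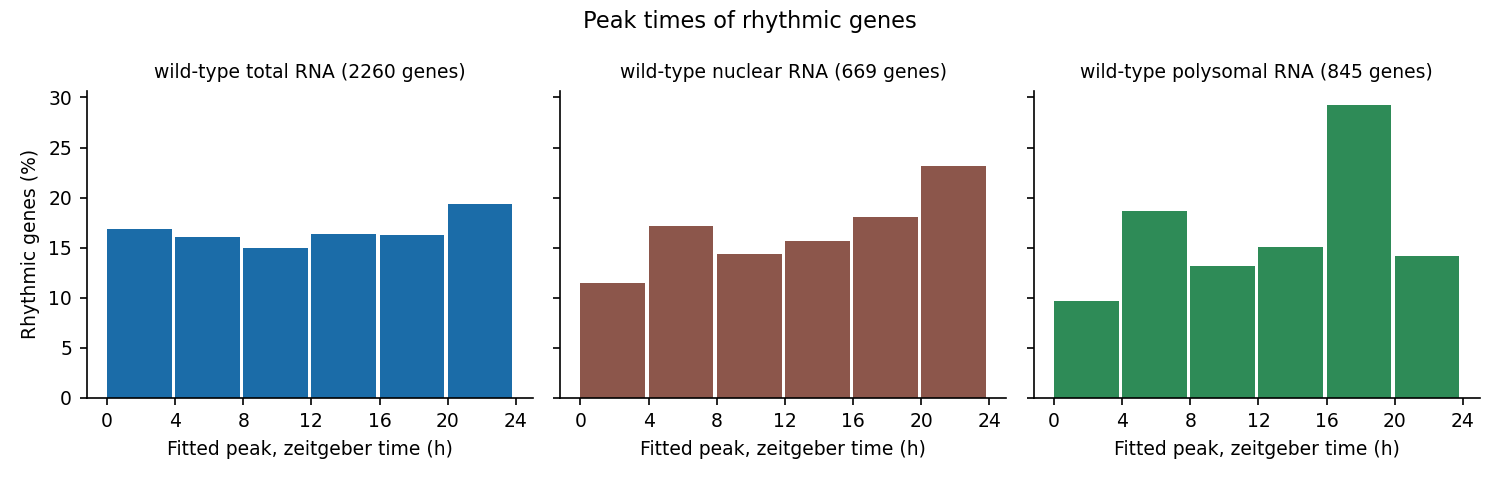
Share of rhythmic genes (y axis, percent) whose fitted peak falls in each 4 h bin of zeitgeber time (x axis, hours) in wild-type total, nuclear and polysomal RNA. The bins hold 15% to 19.4% of the genes in total RNA, and the bin from ZT16 to ZT20 holds 29.2% in polysomal RNA.

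Rhythm was also tested for each polyadenylation site, the level at which the series was designed. Of 19479 sites in wild-type total RNA, 2175 were rhythmic, in nuclear RNA 472 of 13402 and in polysomal RNA 637 of 16580. Within replicates 1 to 3 the counts were 1137, 115 and 50 in the same order, and within replicates 4 to 6 they were 382, 137 and 432. In Bmal1-/- total RNA 0 of 20191 sites were called, and 641 had an unadjusted p under 0.05, where 1010 would be given by chance. A fit of all 4 series together gave 2217 polysomal sites.

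Rhythmic usage asks whether the sites of a gene change in share over the day at a given gene total. Of 13211 sites in wild-type total RNA, 47 in 39 genes had rhythmic usage, with a median range of 10.6 percentage points over the time-point means. With the replicate number as a factor the count was 96. Without 1 library at ZT2, replicate 4, it was 70. It was 7 within replicates 1 to 3 and 3 within replicates 4 to 6. The widest ranges by the naming rule were those of a Tra2a site (27.2 points, adjusted p 0.0215, chromosome 6, 49243917 to 49243966), a Pnkd site (23.4 points, adjusted p 7.15e-07, chromosome 1, 74287198 to 74287456), a Slc17a3 site (22.7 points, adjusted p 0.0167, chromosome 13, 23858206 to 23858362), a Nit2 site (20.3 points, adjusted p 0.0196, chromosome 16, 57156663 to 57156836) and an Elovl3 site (17.6 points, adjusted p 0.00180, chromosome 19, 46135192 to 46135321). The Pnkd site held 38.2% ± 3.69 (SD, n = 6) of the gene's counts at ZT10 and 14.8% ± 2.63 at ZT22, over a mean of 621 counts of the gene in a library. In Bmal1-/- its time-point means lay between 14.1% and 17.2%. The Nit2 range includes 1 library at ZT2 with 84.8%, without which the adjusted p was 0.0251. In nuclear RNA 4 sites of 3 genes had rhythmic usage (280 at an unadjusted p under 0.05), in Bhmt, Pnkd and 5031439G07Rik, named after their values were seen. In polysomal RNA 3 sites of 2 genes did (402 at an unadjusted p under 0.05), among them Slc38a4, named in the same way. In Bmal1-/- 0 of 13674 sites did (269 at an unadjusted p under 0.05). Within replicates 1 to 3 and 4 to 6 the counts were 0 in nuclear, polysomal and Bmal1-/- RNA. Low counts do not show that usage rhythms were absent, since none with a ratio below 3 was simulated.

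**Figure D3:**
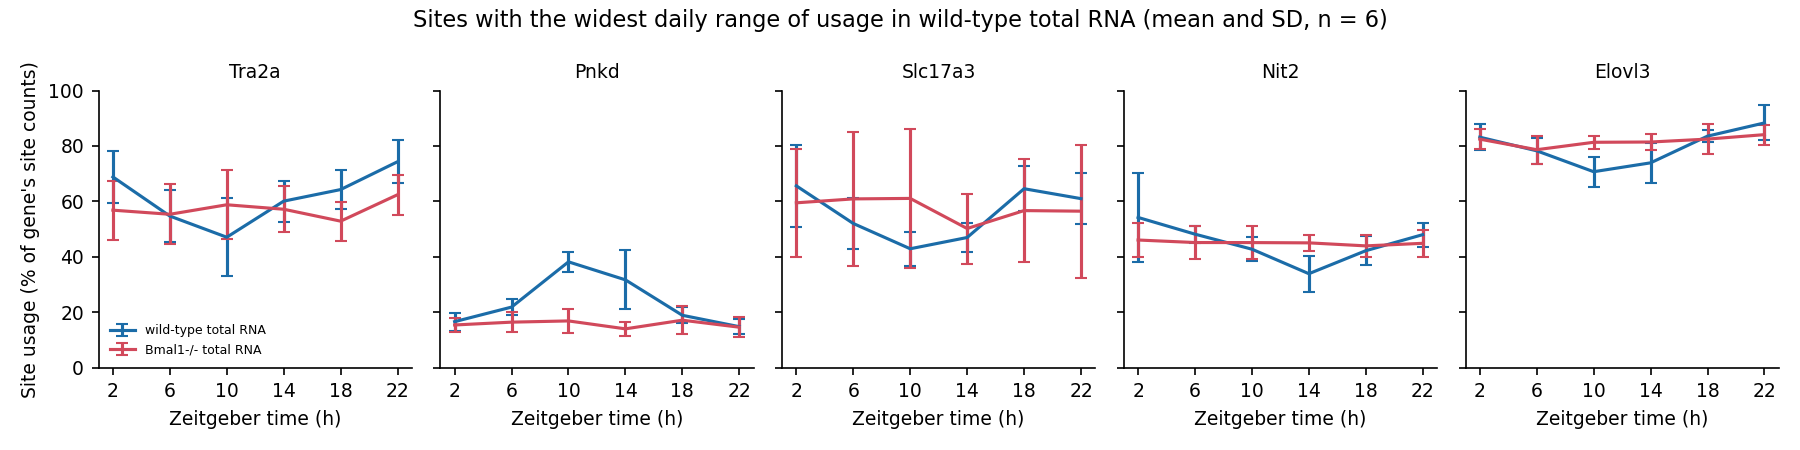
Site usage (y axis, percent of the gene's site counts) against zeitgeber time (hours) for the 5 sites with the widest daily range in wild-type total RNA, in wild-type and Bmal1-/- total RNA; lines join means and bars are SD (n = 6). The Pnkd site rises to 38.2% at ZT10 in wild-type total RNA and stays at or below 17.2% in the Bmal1-/- means.

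Between Bmal1-/- and wild-type total RNA 1209 of 13504 sites in 767 genes differed in usage (654 higher, 555 lower), and 648 of these differed by at least 5 percentage points. With edgeR's splicing test the count was 473, and with the replicate number as a factor it was 1990. It was 754 within replicates 1 to 3 and 1655 within replicates 4 to 6. The largest difference was at a Rps13 site on chromosome 7 (116331504 to 116331615), which held 71.9% ± 8.75 (SD, n = 36) in wild-type total RNA and 10.4% ± 21.0 in Bmal1-/- (log2 change -3.53, SE 0.30, adjusted p 1.29e-14, lower at 6 of 6 time points). Single Bmal1-/- libraries ran from 0.280% to 67.6% at this site. The site lies within 5 Mb of the Arntl sites on the same chromosome. A strain variant carried with the targeted gene therefore stays open as the source of this difference. The next were a site of 1810037I17Rik (42.8 points, adjusted p 6.85e-18, chromosome 3, 122926079 to 122926197), of Adh6-ps1 (-42.3 points, adjusted p 0.00125, chromosome 3, 138385835 to 138385979), of Ctsc (-33.5 points, adjusted p 4.85e-06, chromosome 7, 88310709 to 88310880) and of Cyp2d40 (27.6 points, adjusted p 5.23e-09, chromosome 15, 82760185 to 82760203), each with its direction at 6 of 6 time points. At the Adh6-ps1 site the Bmal1-/- libraries ran from 1.24% to 100%.

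In nuclear against total RNA 9433 of 11953 sites in 3599 genes differed in usage (4282 higher, 5151 lower), with 8102 within replicates 1 to 3 and 8365 within replicates 4 to 6. In genes with a mean of at least 200 counts the count was 3803 of 4534 sites. The largest differences were at sites of Pid1 (chromosome 1, 84283223 to 84283256), Zfp644 (chromosome 5, 106695821 to 106695834) and Myo5b (chromosome 18, 74443805 to 74443843). The Pid1 site held 85.5% ± 7.64 (SD, n = 36) in nuclear RNA and 6.08% ± 3.14 in total RNA (log2 change 3.89, SE 0.11, adjusted p 1.53e-40, 6 of 6). The Zfp644 site rose by 74.3 points (adjusted p 1.60e-49, 6 of 6) and the Myo5b site by 73.5 points (adjusted p 1.03e-30, 6 of 6). Each of these sites is the most 5′ of those given to its gene. In total RNA a site further 3′ held 90.1% of the Pid1 counts and another 84.6% of the Myo5b counts. Whether reads at the named sites mark ends of transcripts was not tested, so a change in usage need not be a change in polyadenylation. In polysomal against total RNA 8939 of 12663 sites in 3585 genes differed (4223 higher, 4716 lower), with 8077 and 6822 in the same sets of replicates. The largest were sites of Plac8 (54.3 points, adjusted p 1.80e-18, chromosome 5, 100553726 to 100553740), Bptf (54.1 points, adjusted p 1.36e-32, chromosome 11, 107035542 to 107035673) and Gm15459 (-52.7 points, adjusted p 3.63e-20, chromosome 5, 5781880 to 5781950), each with its direction at 6 of 6 time points.

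The rhythm of usage differed between Bmal1-/- and wild-type total RNA at 9 of 13504 sites in 7 genes (among them Errfi1, Pnkd, Mlxipl, Slc38a4, Rps15a-ps4 and Paqr9, named after their values were seen), with 514 at an unadjusted p under 0.05. It was 2 within replicates 1 to 3 and 0 within replicates 4 to 6 (581 at an unadjusted p under 0.05). Between polysomal and total RNA it differed at 4 of 12663 sites, in Rnpc3, Col4a3bp, Ccar1 and Prpf4b, also named afterwards, whose mean counts per library lay between 5.07 and 20.7. A fit of all 4 series together gave 27 sites. Between nuclear and total RNA it differed at 0 of 11953 sites (434 at an unadjusted p under 0.05).

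Mean usage of the most distal site was 43.9% ± 1.80 (SD, n = 36) in Bmal1-/- and 44.7% ± 2.78 in wild-type total RNA over 4357 genes. The difference of -0.843 points was not past the threshold (permutation p 0.125, adjusted p 0.188, higher at 1 of 6 time points) and was -0.465 without 1 wild-type library at ZT2, replicate 4. Nuclear RNA had 45.3% ± 2.10 against 44.9% ± 2.71 over 3883 genes, a difference of 0.347 points (permutation p 0.561, adjusted p 0.561, higher at 4 of 6). This direction reversed under 3 alternatives, for instance to -1.32 points with all libraries thinned to the smallest total. Over the 8 alternatives the difference ran from -1.32 to 0.695 points. Polysomal RNA had 49.0% ± 2.06 against 44.1% ± 2.81 over 4101 genes, a difference of 4.95 points (permutation p 1e-05, the smallest these permutations can give, adjusted p 3e-05), from 3.59 to 5.72 points at the 6 time points. It was 6.43 points within replicates 1 to 3, 3.51 within replicates 4 to 6 and 2.62 after thinning. These sets may join unlike animals, since polysomal numbers did not follow those of total RNA.

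**Figure D4:**
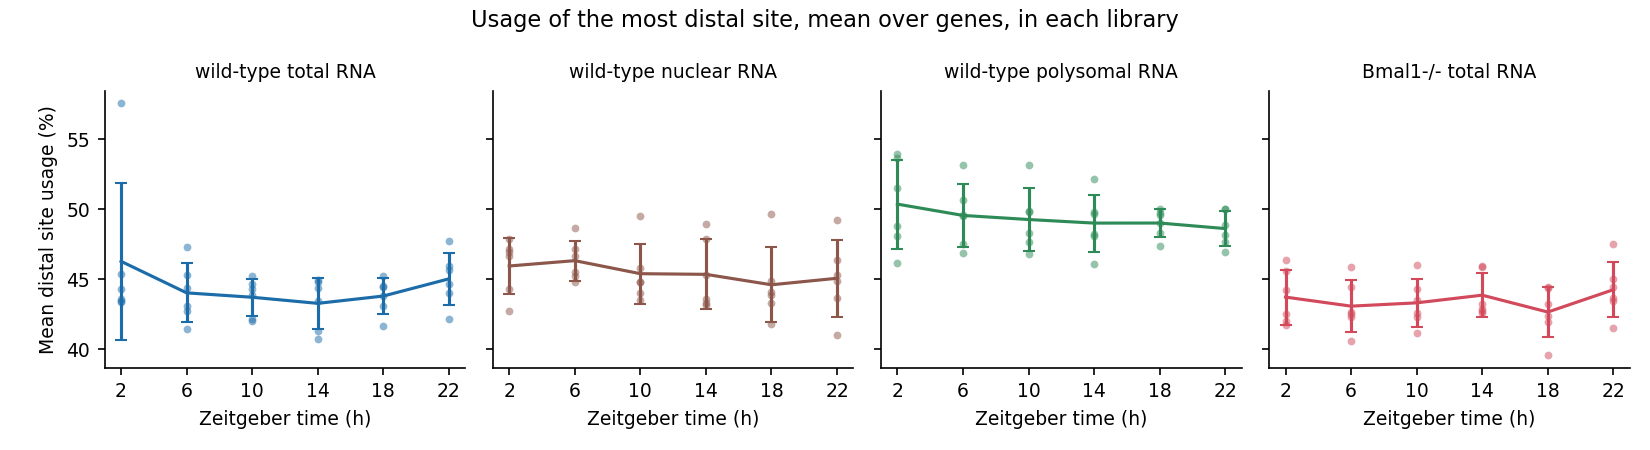
Mean usage of the most distal site (y axis, percent, not from 0) against zeitgeber time (hours) in each library of the 4 series, over genes that pass the usage filter over the libraries of all series; points are libraries, lines join means and bars are SD (n = 6). The wild-type total library at 57.6% is the only one of its series above 50%.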

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

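Of the 63 tests in the closing section 29 were chosen only after the result was seen; here these are the tests of distal usage, of the mitochondrial share, of the polysomal Arntl counts and of the Nit2 site.

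In 11 of 150 groups of 6 libraries, 1 library lay far from the other 5, where 7.5 groups are expected by chance, and 4 of the 11 were polysomal. In 3 groups it was the total of the gene counts: 8450694 in polysomal RNA at ZT18, replicate 4, 13068044 in polysomal RNA at ZT22, replicate 6, and 14281894 in Bmal1-/- total RNA at ZT2, replicate 6. A few genes taking most of the counts would put these libraries at the top of their groups in the share of the 10 most abundant genes, and 0 of the 3 were. No biological explanation was tested for the totals.

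The mitochondrial share of the gene counts was 19.4% in wild-type total RNA at ZT18, replicate 4, and 19.7% at ZT22, replicate 4. Replicate 4 had the highest share of its group at 6 of 6 time points, so a difference between replicate batches, in which libraries of the same number were handled together, is a candidate explanation. The labels name no batch, and no biological explanation was tested.

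Mean usage of the most distal site was 57.6% in wild-type total RNA at ZT2, replicate 4, while the other 5 libraries of the group lay between 43.4% and 45.4%. This library had the lowest total of its group, 5316601 counts. Among the 56 libraries of any series with fewer gene counts the highest distal usage was 53.2% and the median was 46.8%, which leaves a difference in library size open, since none of the 56 is of wild-type total RNA. The nuclear library of the same number and time point had 47.9%, against 42.7% to 47.2% in the other 5. The source animal cannot be told apart from the handling of the library, because 1 nuclear library slightly above its group decides neither.

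Arntl was at 104 CPM in nuclear RNA at ZT18, replicate 5. The total RNA library of the same number, at 10.8 CPM, ranked 3 from the highest of its 6, and a single pair leaves the source animal as an explanation open. In polysomal RNA Arntl was at 7.79 CPM at ZT6, replicate 3, and at 0.864 CPM at ZT10, replicate 4. The ZT10 value rests on 4 counts, so too few counts per gene may explain it, and the ZT6 value rests on 38. No biological explanation was tested for these libraries.

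Usage of the Nit2 site was 84.8% in wild-type total RNA at ZT2, replicate 4, and 42.5% at ZT6, replicate 5. The gene had 480 site counts in the ZT2 library, which argues against too few counts per gene. The ZT2 library is the one with the highest distal usage. Without it, the adjusted p of the site's rhythm was 0.0251. No biological explanation was tested.

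The rhythm of 617 genes differed between Bmal1-/- and wild-type total RNA by a test of the difference itself. Of 40 splits of the libraries, the real one included, 1 gave as many genes, and the highest of the others gave 4. The smaller of the counts within replicates 1 to 3 and within replicates 4 to 6 was 200, which argues against a difference between these sets as the whole cause. After thinning all libraries to the smallest total 541 genes were called, which argues against library size. A biological difference named by the labels, the altered clock gene, is a hypothesis that may account for these genes. Genotype and the handling of the Bmal1-/- series as a whole cannot be separated by this design.

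The rhythm of usage differed at 9 sites between Bmal1-/- and wild-type total RNA, and 1 of 40 splits gave as many. In genes with a mean of at least 200 counts 8 sites were called, which argues against too few counts per gene. Within replicates 4 to 6 alone the count was 0, with 581 sites at an unadjusted p under 0.05. Between polysomal and total RNA the rhythm of usage differed at 4 sites, and 2 of 40 splits gave as many, the highest with 16 sites. In genes with a mean of at least 200 counts 1 site was called, so too few counts per gene stay open. No biological explanation was tested for the polysomal sites.

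Sites outside the authors' filtered list held 20.7% ± 5.59 (SD, n = 36) of the site counts in nuclear RNA, against 9.91% in wild-type total RNA, 9.76% in polysomal RNA and 10.8% in Bmal1-/- total RNA. These 57581 sites were not used in the comparisons. The 10 largest of them held 7.89% of those nuclear counts, which argues against a few sites taking most of the counts. The difference between series was not tested, and no biological explanation was tested.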

How the results depend on the processing

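The 28 counts and set values were recomputed under 321 alternatives, 212 planned before the data were examined and 109 chosen after seeing the data. Of the planned, 145 kept direction and threshold or lay within 1.5 times the count, 38 were weaker, 26 stronger and 3 reversed. Of the added, 78 kept theirs, 26 were weaker and 5 stronger. Where no cause is given, the cause was not tested. For named genes and sites 1629 planned values kept direction and threshold, 29 were weaker, 18 stronger and 3 reversed, and among the added values 695 kept theirs, 55 were weaker, 16 stronger and 11 reversed. The authors' normalized table was not run for 2 results, genes changed and different rhythm in polysomal against total RNA, because its polysomal columns are on another scale.

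With all 4 series in one fit, the different rhythm of genes gave 196 for Bmal1-/- and 7 for polysomal RNA, rhythmic genes 1024 in wild-type total, 2527 in polysomal and 7 in Bmal1-/- RNA, and rhythmic sites 888, 747, 2217 and 5 in wild-type total, nuclear, polysomal and Bmal1-/- RNA. Rhythmic usage gave 16, 18, 68 and 2 sites in the same order, changed usage in Bmal1-/- 630, and different usage rhythm 2 for Bmal1-/- and 27 for polysomal RNA. With time as a factor of 6 levels, rhythmic genes were 1411, 419, 346 and 3 in wild-type total, nuclear, polysomal and Bmal1-/- RNA, rhythmic sites 1113, 277 and 205 in the first 3 and rhythmic usage 18, 1 and 0. The different rhythm of genes in Bmal1-/- was 324 and the different usage rhythm in polysomal RNA 2.

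With any genes of at least 1 count, the different rhythm was 5 for nuclear and 424 for polysomal RNA, and rhythmic genes were 2107 in polysomal and 21 in Bmal1-/- RNA. In nuclear against total RNA mt-Nd4l reversed to -0.086. With a mean of at least 50 counts, 6382 genes changed in nuclear RNA, as fewer genes were tested (7490). DESeq2 gave 15 genes of different rhythm in polysomal RNA, 0 rhythmic genes in Bmal1-/- and 988 rhythmic polysomal sites. A peak-to-trough minimum of 1.5 left 1393 rhythmic genes in wild-type total RNA. With limma on the authors' normalized values, 0 genes were rhythmic in Bmal1-/-, and mt-Nd4l reversed in nuclear RNA to -0.14.

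Libraries of the same number and time point in nuclear and total RNA correlated above 0.1 in 34 of 36 pairs (mean 0.34, lowest -0.034, other numbers -0.068). All 36 were required to take the numbers as pairs, so the fits have no pairs, although most nuclear numbers follow those of total RNA. With the replicate number as a factor, 1506 genes were rhythmic in polysomal and 0 in Bmal1-/- RNA, rhythmic sites were 757 in nuclear and 1272 in polysomal RNA, rhythmic usage was 96 in wild-type total and 14 in polysomal RNA, and changed usage in Bmal1-/- was 1990. Polysomal and total RNA of the same number correlated above 0.1 in 1 of 36 pairs (mean -0.13), so blocks there join unlike libraries. With 36 blocks of number and time, 10148 genes changed in nuclear RNA, the different rhythm was 1 gene there (416 at an unadjusted p under 0.05), the different usage rhythm 0 sites in polysomal RNA, and mt-Nd4l in nuclear RNA -0.14.

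With all libraries thinned to the smallest total, rhythmic genes were 1151 in wild-type total RNA (8167 tested) and 0 in Bmal1-/-, rhythmic sites 1056 in wild-type total RNA (9447 tested), and rhythmic usage 15, 2 and 7 in wild-type total, nuclear and polysomal RNA. Distal usage then differed by -1.10 points in Bmal1-/- (permutation p 0.0222) and by -1.32 in nuclear RNA (permutation p 0.00669), a reversal. The nuclear difference also reversed to -0.319 with sites of at least 10% and to -0.308 as a median over genes. The direction of the nuclear distal result is therefore not settled. Depth alone cannot be named as the cause, since the direction also reversed with all counts kept.

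With limma on site ratios, rhythmic usage was 17, 2 and 0 in wild-type total, nuclear and polysomal RNA and the different usage rhythm 0 in polysomal RNA. With gene means of at least 200 counts, changed usage was 3803 in nuclear and 3860 in polysomal RNA, as fewer sites were tested (4534 and 5289), and the different usage rhythm 1 in polysomal RNA. It was also 1 with site shares of at least 10%. Changed usage in Bmal1-/- was 473 with edgeR's splicing test and 648 with a minimum of 5 points.

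The remaining alternatives were chosen after seeing the data and use fewer libraries. In replicates 1 to 3, the different rhythm in Bmal1-/- was 236 genes, rhythmic genes 1342, 174, 115 and 0 in wild-type total, nuclear, polysomal and Bmal1-/- RNA, rhythmic sites 1137, 115 and 50 and rhythmic usage 7, 0 and 0 in the first 3. Changed usage in Bmal1-/- was 754, and the different usage rhythm 2 in Bmal1-/- and 1 in nuclear RNA. Bhlhe40 in Bmal1-/- reversed to -0.084, and in polysomal RNA Nr1d2 to -0.19 and Tef to -0.32. In replicates 4 to 6, the different rhythm was 200 genes in Bmal1-/- and 2 in polysomal RNA, rhythmic genes 622, 237 and 0 in wild-type total, nuclear and Bmal1-/- RNA, rhythmic sites 382 and 137 in wild-type total and nuclear RNA, and rhythmic usage 3, 0 and 0 in wild-type total, nuclear and polysomal RNA. The different usage rhythm was 0 in Bmal1-/- and 9 in polysomal RNA. Tef in Bmal1-/- reversed to 0.13, mt-Nd4l in nuclear RNA to -0.049, and Cry1 in polysomal RNA to -0.17.

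With polysomal replicates 2 to 6, the different rhythm was 7 genes, the different usage rhythm 22 sites and rhythmic usage 1 site, and Nfil3 reversed to -0.031. In polysomal replicate 1 alone, Cry1 reversed to -0.52, Nr1d2 to -0.0012, Tef to -0.32 and mt-Nd6 to -0.83. Without the 4 libraries with Xist above 100 CPM, 0 genes were rhythmic in Bmal1-/- and 2 sites had rhythmic usage in nuclear RNA. The 0 counts of rhythmic genes in Bmal1-/- came with 327, 893 and 478 genes at an unadjusted p under 0.05 in replicates 1 to 3, in replicates 4 to 6 and without the Xist libraries.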

Other observations

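All tests in this part were chosen only after the result was seen, with some exceptions. These are the splits of libraries into 40 groupings, the site usage near Arntl, and the ribosomal protein genes within replicate sets and in site counts. For the label check and the lung list a minimum number was set beforehand. The tests as reported are still counted among those chosen afterwards.

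Other groupings of the same libraries were tested for every count. Of 40 splits, the real one included, 1 gave as many calls for genes changed in each of the 3 comparisons with wild-type total RNA, for rhythmic genes and rhythmic sites in wild-type total, nuclear and polysomal RNA, for rhythmic usage in wild-type total and polysomal RNA, and for changed usage in the 3 comparisons. Where the real count was 0, all 40 splits give as many by construction, which holds for the different rhythm of genes in nuclear and in polysomal against total RNA (244 and 681 at an unadjusted p under 0.05), rhythmic sites and rhythmic usage in Bmal1-/- (641 and 269) and the different usage rhythm in nuclear against total RNA (434). For the different rhythm in polysomal against total RNA 31 of the other splits gave calls, with a median of 13 and at most 26 genes. Single other splits reached 4055 sites for the different usage rhythm and 2680 for changed usage in nuclear against total RNA, and 315 for rhythmic usage in Bmal1-/-. For the 1 rhythmic gene of Bmal1-/- 37 of 40 did, and for the 4 sites with rhythmic usage in nuclear RNA 2 of 40 did, so neither stands apart from other groupings.

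The labels of the Bmal1-/- libraries were checked by the ratio of Npas2 to Nr1d2, since Arntl was counted in them. In 33 of 36 libraries the ratio was above that of all 6 wild-type total libraries of the time point, which argues against mislabelled samples for these 33. A minimum of 34 had been set beforehand and was not reached, and the libraries were split into 33 and 3 afterwards. For the 3 libraries within the wild-type range a mislabelled sample cannot be told apart from variation of the ratio over the day.

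Xist was above 100 CPM in 4 libraries, all at ZT22, and at most 5.67 CPM in the others. The labels give male mice. In wild-type total RNA, replicate 5, Xist was at 408 CPM, in nuclear RNA, replicate 5, at 4363 CPM and in polysomal RNA, replicate 1, at 165 CPM. The highest summed level of 4 Y-linked genes in these 3 was 0.761 CPM, while the other 35 libraries of each series had at least 79.9, 35.9 and 51.5 CPM, so these libraries may come from a female animal. In Bmal1-/- total RNA, replicate 6, Xist was at 491 CPM with 143 CPM of the Y-linked genes, which is 106% of the median of the other 35. This argues against a mislabelled and against a mixed sample as the source, and the cause stays open.

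Polysomal RNA at ZT2, replicate 3, held 8470 CPM of 18 pancreatic genes, with 18 of them at least 10-fold above their polysomal median, which is consistent with RNA from pancreas. The same genes rose in other polysomal libraries: at ZT10, replicate 3 (2851 CPM, 16 genes 10-fold up), at ZT22, replicate 3 (199 CPM, 11 genes) and at ZT22, replicate 2 (120.4 CPM, 5 genes). Of the list, 1 gene was over 1 CPM in wild-type total RNA. Lung genes, a list of 12 with 1 over 1 CPM in wild-type total RNA, summed to 79.0 to 1229 CPM in the 6 libraries of polysomal replicate 1 and to at most 31.8 CPM in the other polysomal libraries. Only 1 of the 6 had at least 8 list genes 10-fold up, the number set beforehand, so RNA from lung stays open. No biological explanation was tested.

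Polysomal replicate 1 lay apart from replicates 2 to 6. Of 6897 genes, 2101 differed between it and the others, 24 of them 16-fold or more, against 12 for replicate 3 and 0 for each of the other numbers, which suggests a difference between replicate batches. In 26 genes the polysomal libraries formed separate low and high sets that part replicate 1 from replicates 2 to 6. Of the 25 with a position, 16 lay within 1 Mb of another, where 1000 random sets gave at most 6. This clustering may come from a difference in the authors' alignment or counting between these libraries. The 26 genes include Sftpc, Scgb1a1 and Cbr2 of the lung list, for which RNA from lung also stays open. Mat2a, for example, had 112 CPM in replicate 1 and 1.20 CPM in replicates 2 to 6. Its site counts gave 103 and 0.836 CPM. The site counts of Vamp8 gave 136 and 1.29 CPM and those of Rnf181 63.6 and 1.11 CPM, in the same order. For Mat2a, Vamp8 and Rnf181 this argues against the gene counting alone as the cause. Ppp1ca had 1.10 CPM in wild-type total RNA and 200.2 CPM in polysomal replicates 2 to 6.

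The replicate numbers of the polysomal libraries did not follow those of total RNA. Profiles of libraries with the same number and time point, as deviations from their group means, had a mean correlation of -0.13, and 720 of 720 orders of the 6 numbers gave one as high as the order in the labels, so polysomal numbers in another order may be the cause. The order 4, 5, 6, 3, 1, 2, set beside total numbers 1 to 6, gave 0.18. It puts polysomal number 1 beside total number 5 (mean correlation 0.36). At ZT22 these are also the numbers of the total and polysomal libraries with Xist above 100 CPM and almost no Y-linked counts. This match points to another order but rests on 1 library of each series. For nuclear RNA the mean was 0.34 and 1 of 720 orders was as high, which argues against another order there.

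Gene levels differed between replicates 1 to 3 and 4 to 6. In wild-type total RNA 3223 genes did, 215 of them at least 2-fold, which is consistent with a difference between replicate batches. Of the 10 splits of the 6 numbers into 2 sets of 3, 1 gave as many, and 10 splits are too few to exclude chance. In the other series another split gave more genes than this one, with 1249 against 655 in nuclear, 2174 against 2135 in polysomal and 3169 against 2764 in Bmal1-/- RNA. Among genes at least 2-fold apart this split gave the most in these series too, with 123, 317 and 132 genes against at most 47, 292 and 102 for another split. Of the genes 2-fold apart, 94.9% of 157 differed in the same direction in nuclear RNA, which argues against another order of its numbers. In polysomal RNA 10.7% of 150 did, as polysomal numbers in another order would give. Cfd, for example, averaged 24.6 and 0.207 CPM in replicates 1 to 3 and 4 to 6 of total RNA and 0.738 and 12.1 CPM in polysomal RNA. Peaks of the 17 clock genes were later in replicates 4 to 6 of wild-type total RNA in 17 of 17, by a median of 1.03 h. They were later in 14 of 15 in nuclear RNA (median 0.90 h) and in 0 of 16 in polysomal RNA (median -1.12 h). In wild-type total RNA the rhythm of 0 genes differed between the sets past the threshold (702 at an unadjusted p under 0.05), and 1 of 10 splits gave as many at an unadjusted p, a count chosen after all 10 splits had given 0 adjusted calls. A difference between replicate batches and chance cannot be told apart for the peak times with 10 splits.

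In Bmal1-/- total RNA 10 genes on 7 chromosomes had separate low and high libraries. In 8 of them all 36 wild-type total libraries lay on one side of the gap, which is consistent with strain variants that differ between animals. The 10 genes formed 8 different sets of libraries, which argues against a difference between replicate batches. Near Arntl, within 5 Mb, 25 of 37 genes (67.6%) changed in level, against 45.4% elsewhere, and 1.02% of 8142 windows of 10 Mb had as high a share, so a strain variant carried with the targeted gene may contribute. The distance and the absence of a fold minimum were chosen after 6 distance bins and 3 fold minimums had been seen. With a log2 change of at least 1, 2 of the 37 genes (5.41%) were called, against 3.67% on other chromosomes. With at least 2 these were 0 of 37 and 0.992%, so the excess rests on small changes. For site usage 33.6% of windows had as high a share, with 4 of 21 genes changed, and such a variant stays open there because 21 genes are few.

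The ribosomal protein genes were lower in polysomal RNA also in the site counts, by a median of -1.48, which argues against the authors' gene counting as the cause. From ZT14 to ZT22 they were higher in polysomal RNA than from ZT2 to ZT10 by 0.39 (permutation p 0.00169, adjusted p 0.00676, in 6 of 6 replicate numbers), a division of the day chosen after the time means were seen. The smaller of the differences within replicates 1 to 3 and 4 to 6 was 0.35, which argues against replicate batches. The same change in total RNA stays open, since the difference between polysomal and total RNA had a permutation p of 0.14.

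The median of 95 ribosomal protein pseudogenes was lower than that of the protein-coding genes by a log2 difference of -1.02 in polysomal against total RNA, against -0.14 in nuclear and 0.07 in Bmal1-/- RNA. Reads shared evenly would make pseudogenes follow those genes, and how shared reads were placed in each series is not known, so reads shared between paralogs or pseudogenes stay open. The pseudogene median was -2.42, also with the 7 pseudogenes at or under the floor set at their bound. Among 205 pseudogenes of all kinds with both counts, the median was -1.64 in the gene counts and -1.22 in the site counts, which argues against the authors' gene counting as the whole cause for that set. The ribosomal protein pseudogenes were not tested apart in the site counts. For single pseudogenes that counting may be the cause, since 9 of the 205 were lower by more than 3 in the gene counts than in the site counts, against 0 of 6783 protein-coding genes. The count of 9 was made after the median difference over pseudogenes had been seen. Gm11930 had 0.787 CPM in the polysomal gene counts and 553 CPM in the site counts.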
